A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

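Tail DNA of 7 C57BL/6J/Nrs mice (C57BL/6 in the labels) of one non-irradiated family (0 mGy per day), a sire, a dam and 5 offspring, was compared with DNA of 1 reference male by array comparative genomic hybridization (array CGH), in which 2 DNA samples labelled with different dyes compete for the same probes. Each mouse was hybridized on 2 arrays, once labelled with Cy3 and once with Cy5, which gave 14 arrays. The 2 arrays of a mouse were treated as 1 replicate, so the number of replicates is 1 sire, 1 dam and 5 offspring. The labels give the sex of the parents and of the reference and were not used to assign a sex to the offspring. Irradiated families and the study's second array and PCR steps were not analysed here.

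Per the file headers, the deposited scanner files were made by Feature Extraction 10.7.1.1 with protocol CGH_107_Sep09, and probe positions are in build mm9 (NCBI37). The authors' files hold a log10 ratio of red (Cy5) over green (Cy3) for every spot, made from processed signals after background subtraction, spatial detrending and a linear dye factor for each channel, with no lowess term. Deposited intensity columns also give median spot and background brightness, and other columns flag outlying, saturated and dim spots. The authors' series table holds a log2 ratio of reference over mouse for each array, without centring; it differed from the sign-turned scanner values by at most 5e-07, and its column medians lay between -0.01 and 0.01. It held no value for 1889 of 966371 spots. Scale, centring and direction of that table were thus settled by the scanner values, and it served as an alternative.

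Log ratios were converted to log2 and turned to mouse over reference by the dye in the labels. Control spots and spots flagged as outliers (123 to 241 on an array) were left out, spots of one probe were averaged, and each array was centred on its autosomal median, a shift of at most 0.01. This left 950749 probes, 950622 of them on the 19 autosomes at a median spacing of 2053 bp, with 68 on chromosome X and 23 on chromosome Y. No spot was saturated. Between 97.3% and 99.8% of spots were well above background in a channel. The spread of differences between neighbouring probes, taken from their interquartile range and scaled to the SD of a single probe, ranged from 0.19 to 0.25 on the log2 scale. This measure leaves out the tails of the differences.

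The study's stated rule was applied with an added demand on direction. A probe was positive when its log2 ratio passed 0.8 in size on both arrays in the same direction, or when it and an adjacent probe all passed 0.5. Positive probes of one direction with at most 5 array probes between them formed a region. A de novo candidate was positive in an offspring and not so, in that direction, in either parent. It was strict when each parent's mean was also under 0.4 in size or of opposite sign. A region of 1 parent was positive there and had a mean under 0.4 in size, or of opposite sign, in the other parent, and an offspring carried it when its own mean passed 0.4 in the parent's direction. The share of offspring that carried a region of 1 parent has an exact (Clopper-Pearson) 95% binomial interval, which covers counting error only. Runs of windows of 5 probes with a mean over 0.4 in size on both arrays were counted as well. A background was estimated by pairing the Cy3 array of one mouse with the Cy5 array of another, in 42 combinations. Differences that both mice share survive this pairing, so it is no pure measure of noise.

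Mouse means of the 950137 autosomal probes measured on all arrays were tested with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.05, for offspring against parents and for all mice against 0 with a mean size over 0.5. The second test leaves out the spread of the single reference animal. The arrays were scanned on 4 days: both parents on scan 1, offspring 1 and 2 on scan 2, offspring 3 and 4 on scan 3, and offspring 5 on scan 4. As no day holds both generations, day was fitted as a random block with an estimated correlation. Programs were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.

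The calling rule was tested on simulated data. Losses of -0.9 were implanted into the real ratios after the probes had been shuffled, 100 per size and mouse. At least 1 positive probe was found in 41.6% of implants of 1 probe, 91.7% of implants of 2 probes and 98.0% of implants of 3 probes. Gains of 0.54 had at least 1 positive probe in 25.9% of implants of 5 probes and 97.9% of implants of 60 probes. In simulated mice, limma found 56 of 100 probes moved by 1 and 1 of 100 moved by 0.5 between offspring and parents. By adjusted p alone it found 83 of 100 moved by 0.5 in the whole family. The demand for a mean size over 0.5 was not applied there. As the mean estimate of these probes was 0.5, the count overstates recovery by the full rule.

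The rule for named features was fixed before the data were examined: the 25 regions with the most positive probes in any mouse, at most 15 de novo candidate regions of 2 or more probes, the 10 largest single-probe strict candidates, the 10 regions of 1 parent with the most probes, and the 10 probes of lowest adjusted p in each fit. The files give probe identifiers and mm9 positions but no gene names, and the annotation at hand is of another build. Features are therefore named by position, and the test of gene lists fixed beforehand was not run. Alternatives were the centring, normexp background correction (offset 50, planned on mean signals and run on median signals because mean signals were not used here), the series table, flagged spots kept, dim probes left out, a running median over 500 probes subtracted, other thresholds and joining distances, and each mouse left out.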

Results

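Array CGH of the first screening step was available for one non-irradiated family of C57BL/6J/Nrs mice, comprising 1 sire, 1 dam and 5 offspring, each set against the same reference male on 2 dye-swapped arrays. The design asks which probes differ in copy number from the reference, and which of these differences in the offspring are absent from both parents and so are candidates for de novo copy number variants (CNVs). All positions are in build mm9. Median net signals per array ranged from 98.7 to 139.9 in green and from 108.7 to 191.3 in red. Values for a region are the mean log2 ratio of mouse over reference with the SD over its probes, and there is 1 mouse for each value.

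The sex chromosomes set the scale of a copy number change on these arrays. The dam had a mean log2 ratio of 0.90 ± 0.19 (SD over 68 probes) on X-linked probes against the male reference, and the sire had 0.01 ± 0.16. The difference of dam minus sire was 0.89 ± 0.26 on X and -1.62 ± 1.02 (SD over 23 probes) on Y. No test was made with 1 mouse a side. Offspring 1 had a mean of -0.01 on X and -0.04 on Y. Offspring 2 to 5 had means between 0.84 and 0.87 on X and between -1.68 and -1.48 on Y.

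The autosomal region with the most positive probes was a gain on chromosome 4 from 101110482 to 101270535, a length of 160.1 kb with 66 positive probes among 74 on the array. The sire had a mean of 0.93 ± 0.15 there and the dam -0.00 ± 0.14. All 5 offspring lay between the parents, at 0.54 ± 0.14, 0.53 ± 0.16, 0.54 ± 0.12, 0.55 ± 0.13 and 0.52 ± 0.13 for offspring 1 to 5. The sire was positive at 65 probes of the region, whereas the offspring were positive at 7 to 17.

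**Figure D1:**
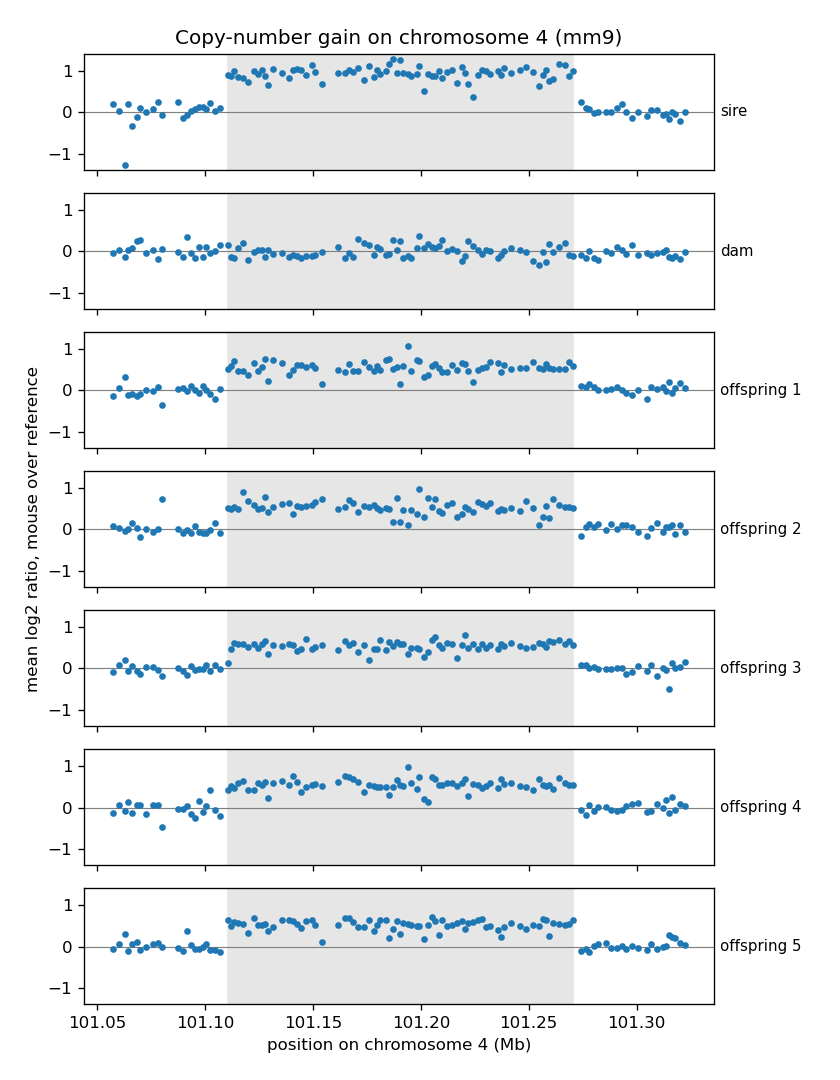
Mean log2 ratio of mouse over reference (vertical axis) of each probe against its position in Mb on chromosome 4, one panel for each of the 7 mice, with the region of the gain shaded. The sire's mean over the region was 0.93, the dam's was -0.00 and those of the offspring ranged from 0.52 to 0.55.

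A loss on chromosome 16 from 54409851 to 54424433 covered 8 probes over 14.6 kb and was seen in 3 offspring and in neither parent. Means were -0.87 ± 0.19 in offspring 2, -0.91 ± 0.18 in offspring 4 and -0.86 ± 0.16 in offspring 5, and each of these mice was positive at 7 probes. Offspring 1 had 0.01 ± 0.17, offspring 3 had 0.00 ± 0.11, the sire 0.02 ± 0.11 and the dam -0.02 ± 0.18. The gap between carriers and the other mice was larger than the SD over probes in any mouse.

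**Figure D2:**
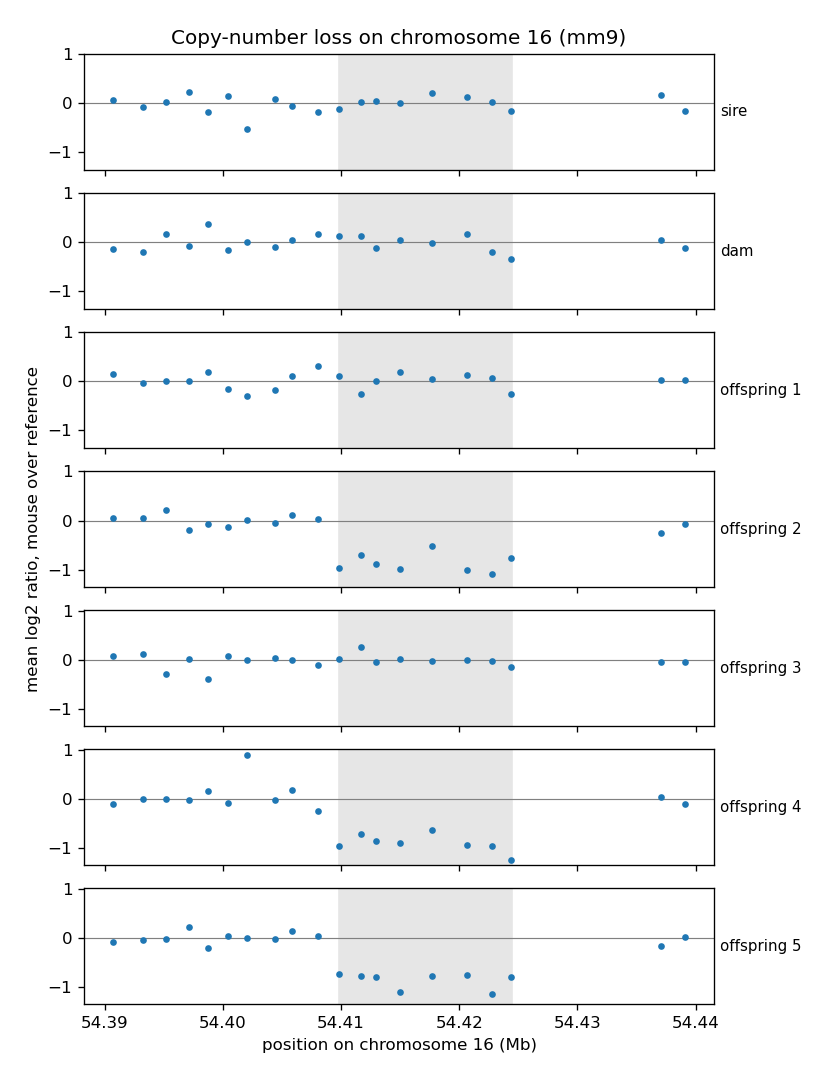
Mean log2 ratio of mouse over reference (vertical axis) of each probe against its position in Mb on chromosome 16, one panel for each of the 7 mice, with the region of the loss shaded. Offspring 2, 4 and 5 had means of -0.87, -0.91 and -0.86 over the region, while the dam had -0.02 and the sire 0.02.

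Of the remaining regions with 3 or more positive probes, a gain on chromosome 12 from 56206223 to 56231639 had 2 levels. The dam, offspring 2 and offspring 4 had means of 0.55 ± 0.14, 0.58 ± 0.17 and 0.53 ± 0.13, and the sire and offspring 1, 3 and 5 had 0.28 ± 0.14, 0.25 ± 0.14, 0.32 ± 0.13 and 0.30 ± 0.12. Windows of 5 probes gave a wider place there, from 56189969 to 56370524 (180.6 kb, 36 probes), with the same 2 levels. Means over it were 0.51, 0.52 and 0.48 in the dam, offspring 2 and offspring 4, and 0.22 to 0.29 in the others. A loss on chromosome 15 from 8344898 to 8367454 had a mean of -0.57 ± 0.03 (SD, n = 7 mice). With 1 reference male, a difference shared by all 7 mice cannot be assigned to the family or to the reference. A loss on chromosome 3 from 25417435 to 25444229 covered 4 probes and had means of -1.44 in the dam and -1.38, -1.45, -1.50 and -1.48 in offspring 2 to 5, against 0.02 in the sire and 0.07 in offspring 1. The other 20 of the 25 regions named by rule had 2 positive probes each. Over the whole family, 1265 of 1301 regions (97.2%) had a single positive probe.

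Between 140 and 571 autosomal probes were positive per mouse, with a median of 184. The sire had 267 positive probes and the dam 231, and offspring 1 to 5 had 157, 571, 140, 147 and 184. Offspring 2 stood apart with 414 gains, against 40 to 70 gains in the other offspring. When arrays of different mice were paired, 106 to 326 probes were positive (median 172 over 42 combinations). The counts of 6 mice lay within this range and only offspring 2 exceeded it. Differences that 2 mice share, such as the chromosome 4 gain, survive the pairing. A count within the range therefore does not show that the calls of a mouse are noise. Without the demand on direction the median rose to 945, and 66.1% to 83.4% of the probes then called pointed in opposite directions on the 2 arrays of a mouse. Ratios of the 2 arrays of one mouse correlated negatively across probes (r from -0.42 to -0.24), while arrays of different mice with the same dye correlated positively (r from 0.20 to 0.50); probes are not independent replicates.

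**Figure D3:**
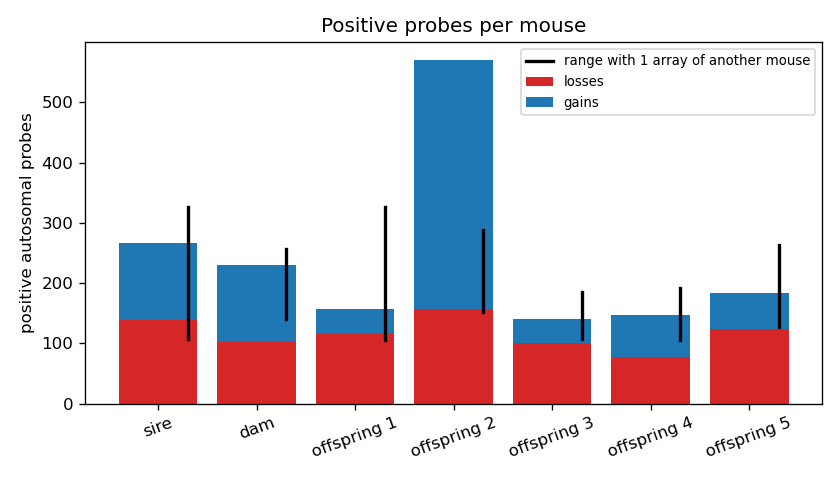
Number of positive autosomal probes in each of the 7 mice (stacked bars, losses below gains), with a vertical line for the range obtained when 1 of the 2 arrays was taken from another mouse. Offspring 2 had 571 positive probes, above its range of 152 to 288 in such pairings.

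Family analysis gave 973 de novo candidate probes in the 5 offspring, of which 690 were strict. Offspring 1 to 5 had 142, 518, 91, 88 and 134 candidates. As a control, 263 positive probes of the sire were absent from the dam and 227 of the dam from the sire. These counts are no pure measure of false calls. They include 65 probes of the chromosome 4 gain in the sire and, in the dam, 31 probes of the 28 places described below. Only 1 mouse was subtracted in the control, against both parents for the candidates. Without offspring 2 the candidates numbered 455 and the strict candidates 272. Only 1 probe, A_67_P07959016 on chromosome 13 at 95707465, was positive in all 7 mice, with a mean of 1.43 in the limma fit.

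De novo candidate regions of 2 or more probes numbered 26, 17 of them in offspring 2, and 9 remained without that mouse. The 3 with the most probes were the chromosome 16 loss in offspring 2, 4 and 5. Next were 6 probes of the chromosome 12 gain in offspring 2, and parts of the chromosome 15 loss in offspring 4 and 2; at these places the parents had means of 0.31 and 0.56, of -0.53 and -0.53, and of -0.67 and -0.50, so that at least 1 parent was past 0.5 in the same direction at each. The others had 2 probes each. At 17 of the 26 regions at least 2 probes were strict, and 13 of these 17 were in offspring 2. After probes had been shuffled, offspring 2 still had 12 regions of 2 or more positive probes, against 22 in the true order. In the other offspring regions of this kind fell to between 0 and 2 after shuffling, from between 3 and 9 in the true order. Single-probe strict candidates numbered 637, of which 385 were in offspring 2. The largest was a gain of 2.30 in offspring 2 on chromosome 2 at 58055422, followed by a loss of -1.995 in offspring 1 on chromosome 3 at 5266092.

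Regions positive in 1 parent numbered 356, and 391 of 1780 pairs of region and offspring carried the parent's change, a share of 21.97% (exact 95% interval 20.1% to 24.0%). The opposite change was found in 12.1% of pairs (10.6% to 13.7%), which measures the background of the same count. The 28 dam losses described below supplied 112 of the 391 carried pairs, and without them, a choice made after the data were seen, 279 of 1640 pairs carried the change, or 17.01% (15.2% to 18.9%), with opposite changes in 13.11%. Without all 40 dam losses carried, by a mean past 0.4, by exactly offspring 2 to 5, the share was 14.62% (12.9% to 16.5%), and the opposite share of 13.61% lay within that interval; leaving out regions by their carriers lowers the share by construction. The share also depended on the processing, with 75.26% after normexp correction and 49.41% for probes well above background on all arrays. No dam losses were left out of these shares, and opposite changes were not counted for them. How far they rest on dam losses of this kind was not tested. For the 8 regions of 2 or more probes the share was 32.5% (18.6% to 49.1%), with opposite changes in 2.5%. The 2 regions of 3 or more probes, on chromosomes 4 and 3, were carried in 9 of 10 pairs, or 90.0% (55.5% to 99.8%). Offspring 1 was the one that did not carry the chromosome 3 loss, which is among the 28 places described below.

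Two-sided limma tests found 2 probes that differed between the 5 offspring and the 2 parents. Probe A_67_P08332234 on chromosome 15 at 34745898 was higher in the offspring by 2.35 ± 0.13 (SE; limma adjusted p = 0.0122), with -2.46 in the sire, -2.18 in the dam and -0.22 to 0.24 in the offspring. Probe A_67_P04863154 on chromosome 3 at 31199707 was higher by 1.48 ± 0.10 (SE; limma adjusted p = 0.0227). That probe had -1.41 in the sire, -1.35 in the dam and -0.01 to 0.26 in the offspring. At both probes the 2 parents were low and none of the 5 offspring was. The parents' values were larger in size than the dam minus sire difference on X (0.89 ± 0.26, SD over probes). A heritable loss of more than 1 copy in both parents would have reached every offspring. These values argue against such a loss at these 2 probes. Parents and offspring were scanned on different days, and generation and day cannot be told apart. With day as a random block (estimated correlation -0.31) 91 probes passed. This count is no correction for day. Generations differ only between days, and a negative correlation shrinks the error of such a comparison. In limma no probe was left (0) when offspring 3, 4 or 5 was omitted, with 49960, 56574 and 51391 probes at unadjusted p under 0.05, and 1343 and 3122 probes passed without the sire and without the dam.

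Across the whole family 18 probes differed from the reference in the limma fit, 4 higher and 14 lower. These differences may lie in the single reference animal as well as in the family. Of the lower probes, 8 lay within the chromosome 15 loss and 4 on chromosome 14 between 53673489 and 54384591. The lowest adjusted p belonged to the chromosome 13 probe, with a mean of 1.43 ± 0.04 (SE, n = 7; limma adjusted p = 2.58e-06), followed by A_67_P00334510 on chromosome 2 at 30440109 with -0.72 ± 0.03 (SE, n = 7; limma adjusted p = 7.13e-05). Without the dam 51 probes passed, and 10 passed without offspring 3.

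At 28 autosomal places, with 31 probes on 14 autosomes, the dam and offspring 2 to 5 were positive for a loss while the sire and offspring 1 were not. Values ranged from -4.06 to -1.0 in the former and from -0.27 to 0.27 in the latter. All but the chromosome 3 place had a single probe. This is the division seen on X-linked and Y-linked probes; the places were singled out after their values were seen.

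**Figure D4:**
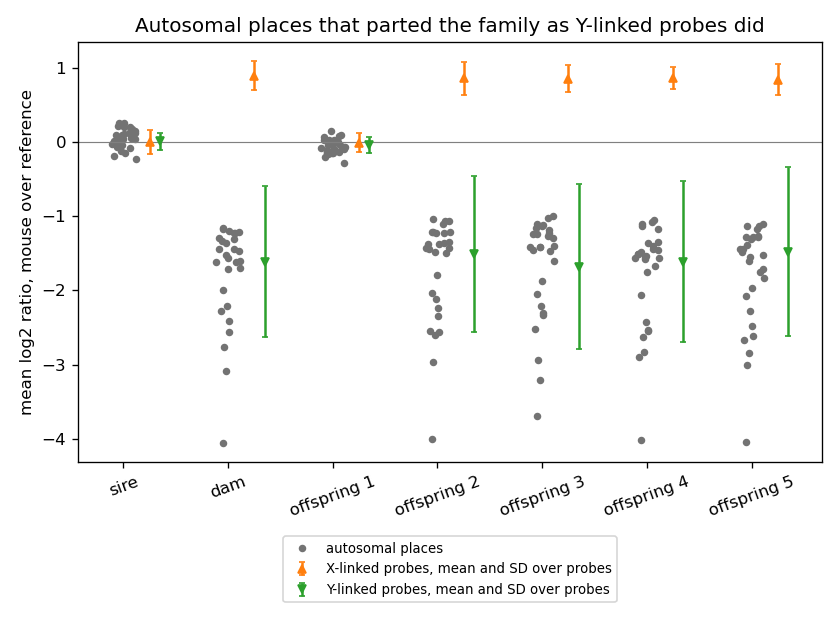
Mean log2 ratio of mouse over reference (vertical axis) in each of the 7 mice for 28 autosomal places (grey points), X-linked probes and Y-linked probes (triangles with the SD over probes). The places lay between -4.06 and -1.0 in the dam and offspring 2 to 5, and between -0.27 and 0.27 in the sire and offspring 1.

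Windows of 5 probes were off balance in 100 runs over the 7 mice, which fell into 44 places. After probes had been shuffled 74 runs were found. At 21 of the 44 places a single probe, or none, passed 0.4 by itself in the mouse with the largest mean, and 9 places had 3 or more such probes. With the median of the 5 probes in place of the mean, a choice made after the data were seen, 49 runs were left, against 14 after shuffling. The loss on chromosome 15 was the only place found in all 7 mice.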

Values the study reported

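The study reported de novo deletions in 7.1% of offspring of the non-irradiated group (11 of 156 mice) and in 20.4% of those of the irradiated group (29 of 142). For the class of larger deletions, those that the first array called at 2 probes at least, its shares were 5.1% and 15.5%. These values rest on candidates that also passed a second array and a quantitative PCR. The study's lists of de novo CNVs name no mouse with the label of this family (letter T). The chromosome 16 loss, with 7 positive probes in each of offspring 2, 4 and 5, is thus not in those lists. The study states that all candidates with 2 or more positive probes on the first array passed the quantitative PCR. Those candidates had passed the second array as well, a step not analysed here for this loss. Why this loss is not listed was not tested.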

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

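All tests of explanations in this part were chosen after the result was seen, except the test of bright probes for offspring 2. A value stood apart when its gap to the next offspring exceeded 0.71 of the range of the 5 offspring; chance does this in about 1 of 20 groups, and 13 values in 29 groups did so.

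Offspring 2 stood apart from the other offspring in 4 counts that are not independent: 571 positive probes (others 140 to 184), 414 gains (others 40 to 70), 518 de novo candidates (others 88 to 142) and 418 strict candidates (others 49 to 86). One faulty array is argued against, since pairing either array with that of another mouse gave at most 180 gains. Among probes brighter than the median, offspring 2 had 15 gains against at most 13 in another offspring (the sire, with the chromosome 4 gain, had 38). The excess thus lay in probes dimmer than the median, and noise of dim probes may account for it. Such noise would have to affect both arrays of this mouse, as the mispaired counts show. Its gains were also less dim (median log2 brightness 8.24) than those of the other offspring (6.85 to 7.18). The chromosome 4 gain, positive at 7 to 17 probes in each offspring, may fill part of the bright counts, so their comparison cannot decide. The gains were also clumped on the slide (variance over mean 1.79 in a grid of 100 tiles, against a 95th percentile of 1.23 for random probes), but 350 gains lay outside the 5 densest tiles, which argues against a patch of that size as the whole cause; a wider stain was not tested. The DNA preparation of this mouse was not tested, and the design names no biological difference for it.

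Offspring 1 stood apart on X-linked probes (-0.00553, others 0.84 to 0.87) and on Y-linked probes (-0.0379, others -1.68 to -1.48). It lay with the sire (0.01 on X and 0.01 on Y), and the others lay with the dam (0.90 and -1.61). The gap thus follows the difference between the sexes of the parents. The chance rate given above does not bear on it, or on regions that divide the mice in the same way. Offspring 1 also stood apart in 7 autosomal regions, 2 of which overlap. Its mean was 0.0651 at the 4-probe loss on chromosome 3 and 0.0582 over the wider window there. It was 0.0200 on chromosome 14 at 65224148, -0.00482 on chromosome 2 at 167409243, 0.0576 on chromosome 6 at 104231914, -0.00213 on chromosome 4 at 3882946, and -0.0631 in a gain of the other offspring on chromosome 8 at 102148548.

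The losses among these regions led to a wider count over single probes. Of 38 places positive in exactly 1 parent and in 2 or more offspring, 28 were losses in the dam and in exactly offspring 2 to 5, with 31 probes on 14 autosomes and values from -4.06 to -1.0, against -0.27 to 0.27 in the sire and offspring 1; by means past 0.4 in place of calls, 37 of the 38 had this division. Independent autosomal variants passed on by 1 parent are argued against: taking the first such place of each of 14 chromosomes, 9 had this set of carriers out of 26 possible sets (exact one-sided binomial p = 3.09e-10, or 8.04e-09 when multiplied by 26 because the set was noticed in these data). Scan day is argued against too, as offspring 1 and 2 shared a day and were alike at 4 of the 38 places by calls and at 1, the chromosome 4 gain, by means. The losses may come from autosomal probes that also read copies on a sex chromosome. The 28 of 38 places are the pattern that prompted this idea, so they give it no separate support, and no probe sequences were used here. Copies on Y would not give the gain in 3 windows of chromosome 8 between 102148548 and 102244157. That gain was 0.21 to 0.45 in the dam and offspring 2 to 5, and -0.06 to 0.09 in the others. Copies on X were not tested for it. These tests replaced an earlier set on windows of 5 probes, in which 1 strong probe was enough to make a window.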

How the results depend on the processing

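The subtraction of a dye effect estimated from the other mice, the median window and the omission of offspring 2 from the counts of positive probes and windows, and the 2 shares without dam losses, were chosen after seeing the data; all else was planned. Of 144 alternative values 101 stayed within 1.5 times the reported count or within the error of the reported value, and 43 moved beyond it. Only the 8 alternatives of the dam minus sire difference on X could change sign, and 0 did. The calls depended on signal over background among other choices. With normexp the median of positive probes was 57, de novo candidates 115, strict candidates 71, candidate regions 8, the transmitted share 75.3%, the dam minus sire difference on X 0.59, probes between generations 20 and across the family 29. With only probes well above background on all arrays these were 68, 251, 198, 13 and 49.4%, with 1 probe between generations. At a single-probe threshold of 1.0 the median was 90, candidates 342, strict candidates 225 and the share 29.7%; at 0.6 they were 566, 3327, 2614 and 14.2%. Without the 28 places that follow the sex-linked probes the share was 17.01%, and without the 40 that do so by mean 14.62%. Both came from the reported processing and thresholds. The shares under the other alternatives keep such places. Without the adjacent rule 4 candidate regions were left. Without agreement in direction the median was 945 and candidates 3646. Windows numbered 60 with 10 probes over 0.3 and 49 with the median. A family mean over 0.3 gave 50 probes, and scan day as a random block gave 91 between generations. The cause was not tested.

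With each offspring left out, candidates ranged from 455 to 885, strict candidates from 272 to 641, candidate regions from 9 to 26 and the transmitted share from 20.9% to 24.6%; the lowest 3 counts were without offspring 2, which also left 78 windows and a median of 170.5. With each mouse left out, probes between generations ranged from 0 to 3122 (1343 without the sire, 3122 without the dam, 1 without offspring 1, 0 in limma without offspring 3, 4 or 5, with 49960, 56574 and 51391 at unadjusted p under 0.05), where the lone parent is assumed to vary like the other mice. Probes across the family ranged from 10 to 51. The probe positive in all mice was 1 in number in all its alternatives. No paired analysis was possible because the groups share only 1 replicate number.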

Other observations

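The tests in this part were chosen after the result was seen, except the count of splits of the mice. The chromosome 16 loss in offspring 2, 4 and 5 had the size of a change from 2 copies to 1 as far as the X-linked probes set the scale. Scan day is argued against, because offspring 1, scanned with offspring 2, had a mean of 0.0064 ± 0.17 (SD over probes). A loss in a parent's tail DNA just under the threshold is argued against as well, because the lower of the parents had -0.0221 ± 0.18 (SD over probes). A candidate explanation is a loss present in germ cells of a parent and not in the tail, which would reach several offspring. It cannot be told apart from a true parent other than the mouse sampled: this was the only place (1) with 3 or more strict probes in any offspring, and few are awaited within an inbred strain either way. Another sire would need the chromosome 4 gain as well, which all 5 offspring had at 0.52 to 0.55, the sire at 0.93 and the dam at -0.00.

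The 2 probes that differed between offspring and parents do not exclude a chance division of the mice. Of the 21 splits of the 7 mice into 5 and 2, 2 gave at least as many probes, the real one included, and the other 19 gave 0 in limma, with 28013 to 73456 probes at unadjusted p under 0.05. The highest other count was 54, for the sire and offspring 1 against the rest, which is the division seen on the sex chromosomes. Whether these 54 probes are those of the sex-linked pattern was not tested. No day of scanning holds both generations.

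Losses of the sire were clumped on the slide. Their variance over mean was 3.37 over the grid of tiles, against a 95th percentile of 1.25 for random probes. Gains of the sire (1.27 against 1.22), losses of offspring 1 (1.34 against 1.24), losses of offspring 3 (1.48 against 1.24) and gains of offspring 2 also passed that percentile, among 14 sets of calls. At 12 places there was a window loss in the sire alone. After probes had been shuffled the sire still had 11 windows, against 15 in the true order. Offspring means at the 12 places lay between -0.25 and 0.22.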
